A study of Mus musculus with 16 samples. Its data were reported in "Optimal CD8+ T cell effector function requires costimulation-induced RNA-binding proteins that reprogram the transcript isoform landscape" (2022).

How the data were processed

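RNA of sorted CD8+ T cells had been made into 16 libraries, 8 of Control gRNA and 8 of Tardbp gRNA, with SMART-Seq v4 and Nextera XT and sequenced as pairs of 100-base reads. Groups and library numbers were taken from the labels. The deposited annotation placed all 16 libraries on 1 flow cell and 1 lane position, with 12 PCR cycles, so no lane or batch that could be set as a block was recorded.

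Per the labels and methods, the authors aligned reads with HISAT2 to mm10 and made estimated counts per gene and per transcript with StringTie, with no normalization. These deposited estimated counts were whole numbers as given and were used without rounding that changed any value. The gene count equalled the sum of its transcripts for all 55536 annotated genes. The deposited tables name reads only through the estimated count, at 1.89 to 2.03 counts per read pair, so a count is not an independent molecule and PCR copies were counted. Deposited counts of read pairs per library came from the sequencing facility. The authors ran Whippet on the raw reads and gave, for each node, Psi as a fraction per group of 8 libraries and the posterior probability of a difference, from 0 to 1, together with the difference of Psi between groups. A value per library and the total reads per event were not used here. The orientation of the 2 Psi columns was taken from the study's text, since the header names them only by letter. The RNA concentration before dilution, as deposited, carries no unit in its header. The deposited letter M or F for each library was used as a covariate and in a test of its interaction with the group. It was also set beside Xist and Y-linked genes.

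Of the count tables, 10 columns of each that match no sample here were not used. Kept were the 55536 genes and 141862 transcripts of GENCODE M21 (GRCm38), from which names and coordinates were taken. A further 26248 lines with a bare number as identifier and 97 spike-in lines were left out. The spike-in lines had a total count of 0. Lines that name no gene held 0.0836 to 0.132% of the counts. The Psi table had 125520 nodes in 11448 genes, 11155 of which matched a symbol, and 460 coordinates were listed more than once. Reads of genes with near-identical copies, such as the alpha globin genes Hba-a1 and Hba-a2, may be split between copies by the authors' counting, and their values are uncertain.

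Genes were tested in R 4.3.3 with edgeR 4.0.16 by the quasi-likelihood test, with TMM normalization and filterByExpr by group (minimum count 10, minimum total 15, proportion 0.7), and called at a Benjamini-Hochberg adjusted p under 0.05, two-sided, over all 16 libraries with no covariate. CPM values are TMM-scaled, and log2 CPM used a prior count of 2. Gene lists were tested with camera of limma 3.58.1 on the same fit (inter-gene correlation 0.01). Transcripts were tested in the same way as genes. The share of each transcript in its gene was tested with limma for genes with 2 or more kept transcripts, at an adjusted p under 0.05 and a difference over 0.1 in size. Single values were compared with exact permutation tests, and shares given exact 95% Clopper-Pearson intervals, which cover counting error only, in Python 3.11.15 with SciPy 1.17.1.

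Splicing events were called with the study's thresholds on the authors' values, a probability over 0.9 and a Psi difference over 0.1 in size. The study's minimum of reads could not be set. A limma test of Psi per library had been planned and was not run, since Psi was read per group. In its place, inclusion per library was rebuilt as a length-scaled share of transcript counts, for events with a mean count over 50. For 3' ends and transcription start sites, this was the share of transcripts whose annotated end or start lies in the node, among all transcripts of the gene. For other types it was the share whose annotated exons hold the node, over these and the transcripts that span it. Rebuilt inclusion was tested with limma at an adjusted p under 0.05 and a difference over 0.1 in size. Directions of core exon and 3' end events and their overlap with expression therefore rest on the study's thresholds. A gene had a distal or a proximal direction where its rising and falling 3' end nodes could be ordered along the strand.

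Named genes were chosen by a rule written before the data were examined. They are Tardbp, the tested genes of the cytokine list and of the list of Il2 and the transcription factors NF-kB, NFAT and AP-1, and the 5 highest and 5 lowest log2 fold changes among called genes with a mean log2 CPM of at least 3 and no overlap between groups. For splicing, they are the event with the largest Psi difference, of the type the study names, in each gene whose event the study describes and in each of 6 genes known earlier as targets of TDP-43, and the widest rises and falls in Psi, of which the extremes are given. Lists written beforehand also covered genes of the cell cycle (40 genes), the effector program (22), the naive and memory program (12), splicing regulators (53), interferon-stimulated genes (20) and p53 targets (16), and markers of B cells, CD4 T cells, red cell precursors, myeloid cells and sex.

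Each test was tested on simulated data with 200 features changed before it was run. For genes, 67% of the 200 changed were called among 16650, and 3.60% of 139 calls were unchanged genes. For transcripts, 24.5% of 200 were called among 40897, with 3.92% of 51 calls unchanged. For the share of each transcript, 78% of 200 were called among 32777 transcripts, with 3.70% of 162 calls unchanged. For rebuilt inclusion, 65.5% of 200 were called among 32997 events, with 3.68% of 136 calls unchanged.

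Alternatives covered DESeq2 1.42.0, which is the study's tool, other normalization factors, filters and thresholds, voom with quality weights, the library number as a block, leaving out each library in turn, and, added after the data were seen, the deposited letter and the RNA concentration as covariates, a correction for length and GC content, and the division of library numbers. Other splits of the 16 libraries into 8 and 8 were drawn with a fixed seed, 100 for genes, lists, transcript shares and rebuilt inclusion and 40 for transcripts.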

Results

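Gene expression and RNA splicing were compared in mouse CD8+ T cells in which Tardbp had been targeted. Tardbp encodes TDP-43, an RNA-binding protein that takes part in splicing. OT-I cells, which carry a transgenic receptor for the ovalbumin peptide SIINFEKL, were electroporated with the Cas9 nuclease and a control guide RNA (Control gRNA) or a guide against Tardbp (Tardbp gRNA). They were then transferred into C57BL/6J mice that received the peptide with agonist antibodies to the costimulatory receptors OX40 and 4-1BB, and were collected after 4 days according to the labels, while the methods give a shorter time. Each group had 8 libraries. The libraries held from 73649630 to 93893357 estimated counts in annotated genes in Control gRNA and from 56016533 to 94801105 in Tardbp gRNA, out of 29714709 to 48164083 read pairs per library. The deposited annotation gave an RNA concentration before dilution of 34.9 to 197.1 in Control gRNA and 10.1 to 24.0 in Tardbp gRNA, with no unit in its header, so the ranges of the 2 groups did not overlap.

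The targeted gene was examined first in every library. Tardbp (ENSMUSG00000041459.15, a protein-coding gene on the minus strand of chromosome 4, 148612382 to 148627019, GRCm38) had 192.4 ± 13.3 CPM (counts scaled by the library's TMM-adjusted total; SD, n = 8) in Control gRNA and 134.9 ± 11.3 (SD, n = 8) in Tardbp gRNA. The lowest Control library had 171.8 CPM and the highest Tardbp library 147.2 CPM, so every Tardbp library lay below every Control library. The mean of the Tardbp libraries was 70.1% of the Control mean. The log2 fold change was -0.51 (SE 0.056), with an adjusted p of 8.07e-07 by edgeR's quasi-likelihood test. An exact two-sided permutation test of log2 CPM gave p = 0.000155, the smallest value that 8 against 8 libraries allow. With the 6 libraries numbered 1 to 3 alone, the setting with the largest adjusted p, the change was -0.56 (edgeR adjusted p 0.0347).

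To ask which genes differ between the groups, 16650 genes were tested with edgeR. Of these, 7783 had an adjusted p under 0.05, with 3906 higher and 3877 lower in Tardbp gRNA. At an adjusted p under 0.01 the count was 5748. A log2 fold change over 1 in size was found for 1001 of the genes under 0.05, of which 787 were higher and 214 lower. The median log2 fold change of all tested genes was 0.05. The 8 Control and 8 Tardbp libraries did not overlap for 2822 genes (16.9% of those tested), where chance gives 0.0155%. The first principal component carried 22.3% of the variance and separated the 2 groups. The second carried 9.11% and placed libraries numbered 1 to 3 above all of those numbered 4 to 8 in both groups, although no label names this division. With it as a block, 7930 genes were called, and 6854 within numbers 4 to 8 alone. The alternative that moved the count most was the log2 fold change over 1 in size, with 1001 genes, followed by the fit within numbers 1 to 3 alone, which had 3 libraries per group and called 1696 genes. With the log2 RNA concentration as a covariate, 2697 genes were called.

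The genes with the highest log2 fold changes among well-expressed genes without overlap were chemokine genes and 3 others. Ccl5 (chromosome 11, 83525778 to 83530518) rose from 6.75 ± 2.18 to 73.8 ± 14.6 CPM (SD, n = 8 per group), a log2 fold change of 3.45 (SE 0.195, edgeR adjusted p 2.19e-09). Ccl4 (chromosome 11, 83662584 to 83664683) rose from 10.2 ± 2.72 to 46.0 ± 13 CPM (SD, n = 8 per group), a log2 fold change of 2.17 (SE 0.177, edgeR adjusted p 5.90e-08). The log2 fold change was 2.32 for Ephx1, between those of Ccl5 and Ccl4, and 2.16 and 2.01 for Ifitm10 and Pacsin1. The lowest were Fads2 at -2.54, Il12rb2 at -1.96, Maats1 at -1.86, Slc16a3 at -1.57 and Prr5 at -1.48. Il12rb2 (chromosome 6, 67291318 to 67376188), which encodes a chain of the interleukin 12 receptor, fell from 63.1 ± 21.5 to 16.2 ± 5.75 CPM (SD, n = 8 per group). All 10 genes kept their direction and an adjusted p under 0.05 with DESeq2.

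The study measured cytokine protein secreted after restimulation in culture and reported less of each cytokine from Tardbp-targeted cells. The RNA of the same cytokines was examined here. It is another measure and does not test secretion, and the rises in RNA below run opposite to the protein. Ifng (chromosome 10, 118441046 to 118445892) rose from 8.68 ± 2.30 to 21.4 ± 4.29 CPM (SD, n = 8 per group), a log2 fold change of 1.30 (SE 0.157, edgeR adjusted p 2.44e-06). Tnf (chromosome 17, 35199381 to 35202007) rose from 13.4 ± 0.980 to 24.9 ± 4.60 CPM (SD, n = 8 per group), a log2 fold change of 0.90 (SE 0.0994, edgeR adjusted p 9.67e-07). For both genes all 8 Tardbp libraries lay above all 8 Control libraries. Il2 did not differ detectably, with 1.36 ± 0.225 and 1.61 ± 0.254 CPM (SD, n = 8 per group; edgeR adjusted p 0.149), nor did Il1a (edgeR adjusted p 0.781). Il17a had 3 counts over all 16 libraries and Il3 had 0, so neither was tested.

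**Figure D1:**
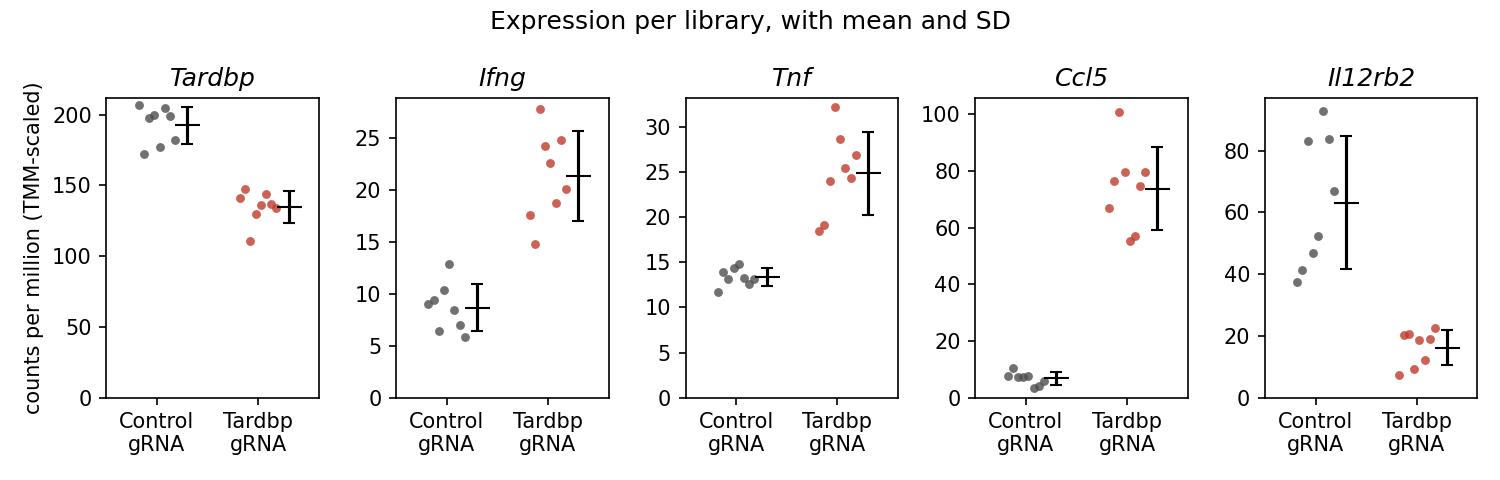
CPM of 5 genes in each library. Each point is 1 library, the horizontal mark with its bar is the mean and SD of 8 libraries, and each axis starts at 0. For all 5 genes the Control and Tardbp libraries do not overlap: Tardbp and Il12rb2 were lower, and Ifng, Tnf and Ccl5 higher, in Tardbp gRNA.

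Gene lists written beforehand were tested with camera at its preset inter-gene correlation of 0.01, two-sided, with adjustment over 8 lists. The cell cycle list was lower (camera adjusted p 3.17e-27), with 38 of 40 genes lower, a median log2 fold change of -0.51, and 34 genes called over all genes and 34 adjusted over the list alone. The list of splicing regulators was lower (camera adjusted p 1.54e-05), with 40 of 52 genes lower and a median of -0.18. Of these 52, 32 were called, 28 lower and 4 higher, also 32 adjusted over the list alone. RNA of the list of secreted cytokines was higher (camera adjusted p 0.0291), with 4 of 4 tested genes higher and 2 called, also 2 adjusted over the list alone. The effector program was higher as a set (camera adjusted p 0.0167), with 15 of 22 genes higher. Its 16 called genes went both ways, 11 higher and 5 lower, also 16 adjusted over the list alone. The naive and memory program was higher as a set as well (camera adjusted p 0.0142), with 9 of 12 genes higher. Its 10 called genes were 7 higher and 3 lower, also 10 adjusted over the list alone. The list of Il2 and the transcription factors NF-kB, NFAT and AP-1 did not differ as a set (camera adjusted p 0.481). Of its 15 genes, 8 were higher and 5 were called, namely Fos, Jund, Relb and Rel, which were higher, and Nfatc2, which was lower, while 3 were called adjusted over the list alone. Jund was not called by DESeq2 (adjusted p 0.0507). The interferon-stimulated list (17 of 20 genes higher, 9 called, also 9 adjusted over the list alone) and the p53 target list (9 of 15 higher, 10 called, also 10 adjusted over the list alone) each had a camera adjusted p of 0.0899. All 5 calls held under fry, which also called the p53 targets, and only that of the cell cycle list held under camera with an estimated correlation (adjusted p 0.0439). Among 100 splits of the 16 libraries, the real one included, 6 gave at least 5 called lists.

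**Figure D2:**
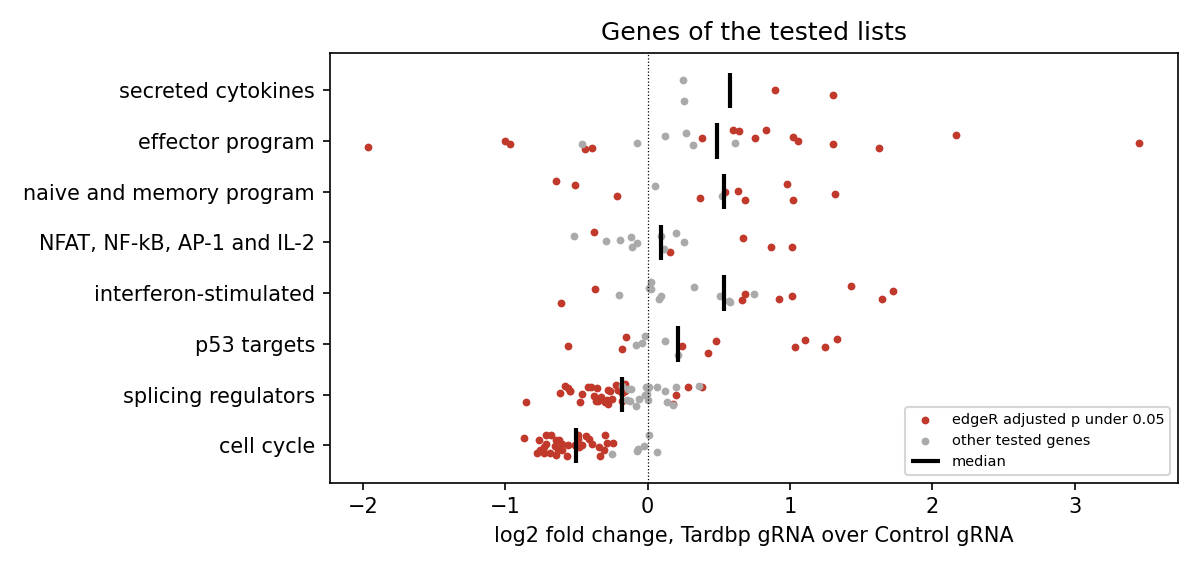
Log2 fold change of every tested gene of the 8 lists, Tardbp gRNA over Control gRNA. Each point is a gene, red where edgeR's adjusted p was under 0.05 and grey otherwise, the black bar is the list's median, and vertical scatter within a list only separates points. Of the 40 cell cycle genes, 38 lay below 0.

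The study asked which splicing events depend on Tardbp, and its table gives percent spliced in (Psi), the share of transcripts that include a stretch of RNA (a node), as 1 value per group from Whippet. The read depth behind each Psi is unknown. In the authors' deposited table, 594 events in 396 genes had a probability over 0.9 and a Psi difference over 0.1 in size, with no minimum of reads, and 284 of them were higher and 310 lower in Tardbp gRNA. Alternative 3' ends gave 258 of these events, core exons 145 and transcription start sites 133. Alternative acceptors and retained introns gave 15 each, alternative donors 14, first exons 10 and last exons 4. Requiring a probability over 0.99, the setting that moved the count most, left 183 events.

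Among core exon events of the authors' deposited table, 58 of 145 were higher in Tardbp gRNA, which is 40% (exact 95% binomial interval 32.0 to 48.5%, two-sided exact binomial p 0.0197). For alternative 3' ends, 99 genes of the authors' deposited table had events rising and falling that gave a direction. The distal end rose in 65 and the proximal end in 34, so that the distal share was 65.7% (exact 95% binomial interval 55.4 to 74.9%, two-sided exact binomial p 0.00239). This share depended on the probability required: it was 55.6% (p 0.450, exact) over 0.95 and 46.7% (p 0.856, exact) over 0.99 in the authors' deposited table. Events and genes are not independent replicates, so these intervals describe the sets of events only.

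Events in genes the study names were read from the same values. In the authors' deposited table, the core exon of Ikzf1 at 11748311 to 11748571 on chromosome 11 (exon 4 of 8 of Ikzf1-204, coding) had a Psi of 0.776 in Control gRNA and 0.960 in Tardbp gRNA, a rise of 18.4 percentage points. The core exon of Stat4 at 52011783 to 52011911 on chromosome 1 (exon 2 of 24 of Stat4-201, partly coding) went from 0.850 to 0.710 in the authors' deposited table. That of Fyb at 6644762 to 6644899 on chromosome 15 (exon 11 of 18 of Fyb-201, coding) went from 0.0588 to 0.280 in the authors' deposited table. The retained intron of Dhx30 went from 0.253 to 0.404, and 3' end nodes rose in Ikzf1 (0.307 to 0.700), Mbnl1 (0.353 to 0.572) and Sos2 (0.878 to 0.99), all in the authors' deposited table. The largest 3' end differences of Dlg1, Atf2, Skp2 and Tcf12 in the authors' deposited table did not pass both thresholds. Of 6 genes described earlier as targets of TDP-43, only Poldip3 had a largest event past both thresholds in the authors' deposited table. This was a coding core exon (chromosome 15, 83137468 to 83137554) that went from 0.801 to 0.565. Tardbp, also among the 6, had a core exon past both thresholds that was not its largest event and is described below. The widest differences of all were in genes with few counts: the largest rise in the authors' deposited table was in Synpo2l (0.0715 to 0.892) and the largest fall in Fcer2a (0.872 to 0.0693).

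Because Psi was given per group, inclusion was also rebuilt in each library from the deposited transcript counts, a measure chosen after the data were seen. It was tested with limma for 32997 events, of which 141 in 84 genes had an adjusted p under 0.05 and a difference over 0.1 in size. Of 80 core exon events past the thresholds on Psi that could be rebuilt, 59 (73.8%, exact 95% binomial interval 62.7 to 83.0%) went the same way, while of 153 such 3' end events 82 (53.6%, exact 95% binomial interval 45.4 to 61.7%) and of 110 such transcription start site events 44 (40%, exact 95% binomial interval 30.8 to 49.8%) did. Of all 389 events past the thresholds on Psi that could be rebuilt, 6 were called by both measures, 3 of them core exons. For Ikzf1 exon 4 the rebuilt inclusion did not differ, at 0.819 ± 0.038 and 0.808 ± 0.022 (SD, n = 8 per group; limma adjusted p 0.861). This value rests on how counts were divided among annotated transcripts, so it cannot rule out the change in Psi. By immunoblot, the study found isoform II of the Ikzf1 protein nearly absent in Tardbp-targeted mouse cells and reduced in human cells. It tied this to splicing of exon 4, and rebuilt inclusion does not test protein. For the Stat4 exon it fell from 0.980 ± 0.0046 to 0.952 ± 0.011 (SD, n = 8 per group; limma adjusted p 0.00687), in the direction of Psi but by less. The Fyb exon lay at 0.974 and 0.981, a level far from its Psi, and did not differ (limma adjusted p 0.232). The Poldip3 exon went from 0.896 ± 0.021 to 0.807 ± 0.055 (SD, n = 8 per group; limma adjusted p 0.0586).

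The event table also held a Tardbp exon that was singled out after its values were seen. It is exon 5 of 7 of Tardbp-204, a coding exon of 171 bases (chromosome 4, 148619184 to 148619354), and its Psi went from 0.999 to 0.831 in the authors' deposited table. The guide given in the methods, GTTTGTTGGACGTTGTACAG, matched that exon at 148619300 to 148619319 on the transcript's strand, next to the PAM AGG. The control guide, GCACTACCAGAGCTAACTCA, had no match in annotated transcripts. Transcripts that skip the exon had 0 CPM in each of the 8 Control libraries and 10.4 ± 5.57 CPM (SD, n = 8) in Tardbp gRNA, where every library had at least 4.72 CPM. The rebuilt inclusion was 1.0 in every Control library and 0.751 ± 0.124 (SD, n = 8) in Tardbp gRNA (limma adjusted p 0.0122).

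**Figure D3:**
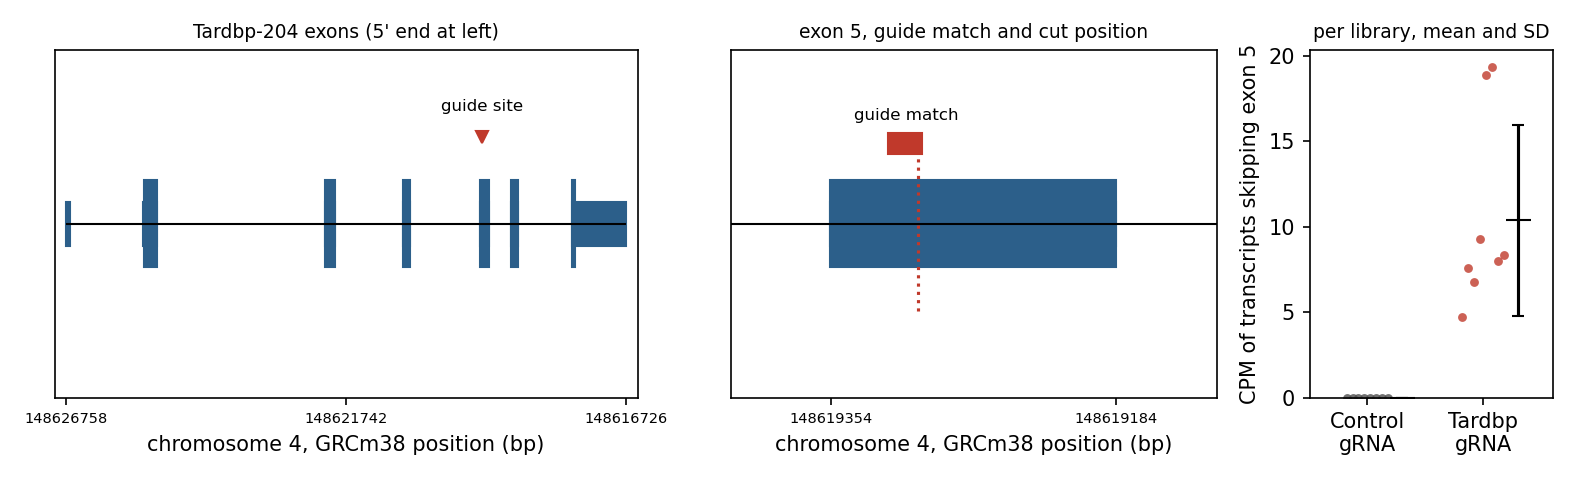
Left, exons of Tardbp-204 along chromosome 4 (GRCm38, position in bp, drawn from the 5' end, coding parts tall). Middle, exon 5 with the guide's match in red and the predicted cut as a dotted line; right, CPM of transcripts skipping exon 5 in each library with the mean and SD of 8 libraries, 0 in all Control libraries and at least 4.72 in each Tardbp library.

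At the level of transcripts, 40897 were tested with edgeR and 6805 were called, 3475 higher and 3330 lower, in 5546 genes. The share of a gene's counts that each of its transcripts takes was tested with limma in 8362 genes, of which 153 had at least 1 transcript with an adjusted p under 0.05 and a difference over 0.1 in size. Ikzf1-204 rose from 0.758 ± 0.095 to 0.906 ± 0.033 of the gene's counts (SD, n = 8 per group; limma adjusted p 0.0259), and another Ikzf1 transcript fell from 0.210 ± 0.091 to 0.0651 ± 0.036 (SD, n = 8 per group; limma adjusted p 0.0245). Dlg1-202 rose from 0.577 ± 0.135 to 0.818 ± 0.101 (SD, n = 8 per group; limma adjusted p 0.0284). The largest difference was in Carns1, chosen after its values were seen, whose Carns1-201 fell from 0.918 ± 0.127 to 0.0308 ± 0.0872 (SD, n = 8 per group; limma adjusted p 7.76e-07).

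To ask whether splicing and expression changes fall in the same genes, 10905 genes tested for both were compared. Of 357 genes with an event past the thresholds in the authors' deposited table, 189 (52.9%) were differentially expressed, against 54.6% of the others (odds ratio 0.934, two-sided Fisher's exact p 0.552).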

Values the study reported

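With a minimum of 50 total reads, the study reported 233 alternatively spliced events in 161 genes between control and Tardbp-targeted cells. It gave Psi differences of 18% for exon 4 of Ikzf1, 14% for exon 2 of Stat4 and 22% for exon 12 of Fyb.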

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

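Of the tests in this part, that of the share of counts in the most abundant genes and that of red cell RNA were chosen only after the result was seen. In 63 groups of 8 values (depth, genes detected, the CPM of each named gene and of transcripts skipping the Tardbp exon), 4 had 1 library far from the other 7. Chance gives about 1 in 20 groups, here 3.15, so the number of such libraries is close to chance.

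Tardbp itself was at 110.4 CPM in the Tardbp library numbered 3, where the other 7 of the group had 129.8 to 147.2 CPM. The depth of that library, 77780061 counts, lay within the range of its group. Residual Tardbp RNA was set against the size of the expression change within the 8 Tardbp libraries, 1 of 2 such relations. Pearson's r was -0.65 (exact permutation p 0.0614, adjusted 0.123) and Spearman's rho -0.69 (exact permutation p 0.0694, adjusted 0.139). Without the 2 libraries farthest from the median, r was -0.25, so the relation rests on those libraries. Residual Tardbp RNA against the rebuilt inclusion of the targeted exon gave r = -0.32 (exact permutation p 0.416, adjusted 0.416), rho = -0.26 (exact permutation p 0.536, adjusted 0.536) and r = -0.26 without the 2 farthest, where lower inclusion with less RNA would give a positive value. Whether this library held more edited cells, or differs by chance, cannot be told apart with 8 libraries.

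The other 3 were single genes. Ephx1 was at 56.7 CPM in the Tardbp library numbered 4, with the others at 20.7 to 33.1 CPM. Nfatc1 was at 267.1 CPM in the Tardbp library numbered 8, with the others at 190.2 to 220.4 CPM. Ifitm10 was at 6.90 CPM in the Control library numbered 2, with the others at 1.53 to 4.04 CPM. A few genes taking most of the counts does not account for shifts of single genes, since the 10 most abundant genes held a mean of 4.91% of counts in Tardbp gRNA and 4.64% in Control gRNA. Tardbp number 4 also had the most Hbb-bs, 57.1 CPM, and all 4 of the Tardbp libraries with the most Hbb-bs were the 4 with the most Alas2. RNA of red cell precursors in these libraries is therefore a candidate explanation for the globin genes, and whether it bears on Ephx1 was not tested. No biological explanation was tested for these 3 genes.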

How the results depend on the processing

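The settings that use RNA concentration, the deposited letter, length and GC content, the division of library numbers, or rebuilt inclusion were chosen only after the data were seen, as were the minimum count and kept genes for splicing events. The count of differentially expressed genes stayed within 1.5 times of 7783 under DESeq2, other factors and filters, voom, an adjusted p under 0.01, the letter, the length and GC correction and the division as a block, with 5748 to 8226 called. Leaving out each library gave 7265 to 7734. The count was 2697 with RNA concentration as a covariate (2616 of them among the 7783, all in the same direction), 1696 within numbers 1 to 3, a fit with fewer libraries, and 1001 with a log2 fold change over 1 in size, which is a stricter threshold. Upper-quartile factors raised the median of all genes from 0.05 to 0.12 and the share of higher calls from 50.2 to 61.2%. The length and GC correction lowered the median to -0.06 and that share to 36.4%, concentration gave 37.4% and the fit within numbers 1 to 3 gave 32.8% (556 higher and 1140 lower), so the balance of higher and lower calls depends on these settings, and the cause was not tested. Tardbp was lower with an adjusted p under 0.05 in all settings, from -0.56 to -0.44, and from -0.55 to -0.47 when each library was left out.

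Library numbers are shared by both groups. The correlation of deviations between same-numbered libraries was -0.0048 to 0.160, under 0.1 for 6 of 8 numbers. The median correlation with other numbers was -0.046 to 0.0019, below the same-number value for every number except 8. The same-number correlations were small, so the numbers were not set as a block in the main tests. A weak pairing is not excluded, and Y-linked genes, described below, also varied together between same-numbered libraries. With the replicate block, 7645 genes, 5412 transcripts, 85 genes with changed transcript shares, and 37 events with changed rebuilt inclusion were called, against 153 and 141 without it for the last 2, and the same 5 gene lists were called as without it.

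Of the gene lists, 1 was called with an estimated correlation in place of 5. The adjusted p then was 0.119 for the secreted cytokines and for the splicing regulators, 0.222 for the effector program and 0.237 for the naive and memory program, the largest value of each over its settings. Fry also called the p53 targets (6.70e-05, against 0.0899 by camera). The direction of the median of each of the 8 tested lists was the same with TMM, RLE and upper-quartile factors. The cause of these differences between set tests was not tested.

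Splicing events numbered 358 at a probability over 0.95 and 183 over 0.99, both stricter, and 420 to 714 under the other settings. The share of rising core exons was 40.5% at a Psi difference over 0.2 (exact binomial p 0.0572), with fewer events, and 43.3% with a mean count over 50 (exact binomial p 0.246). It was under 50% in every setting run, with an exact binomial p under 0.05 in the others. The share of genes with a distal 3' end rising was 60.3% at a Psi difference over 0.2 (exact binomial p 0.114), 55.6% at a probability over 0.95 and 46.7% over 0.99, where the direction reversed, while it was 74.3% among genes kept by filterByExpr and 78.6% with a mean count over 50. The cause was not tested. Genes with changed transcript shares numbered 319 and 51 at differences over 0.05 and 0.2, and events with changed rebuilt inclusion 226 and 55, by construction. Leaving out each library gave 5854 to 6714 transcripts, 128 to 166 genes with changed shares and 97 to 134 events. The odds ratio of splicing and expression changes reversed to 1.14 among genes above the median of expression (Fisher's exact p 0.408), and neither value passed a threshold. For named genes other than Tardbp, 55 of 56 comparisons with DESeq2 or RLE factors kept direction and call, the exception being Jund.

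Minimums of total reads, tests of Psi per library and a lane block were not run. The read depth behind Psi is unknown, which limits what can be said of events in genes with few counts: 71 of the 594 events lay in genes that the filter on low counts removed.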

Other observations

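Of the tests in this part, those of read loss over edited sequence, RNA concentration, length and GC content, the deposited letter, rebuilt inclusion, the division of library numbers, B cell RNA, red cell RNA, myeloid RNA, shared donors, and direction in transcript counts were chosen only after the data or the result were seen.

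The number of events past the probability and Psi thresholds here was 594, in 396 genes. Both are higher than the values quoted from the study above.

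The real grouping was set against other splits of the 16 libraries into 8 and 8. For genes, 1 of 100 splits, the real one, gave as many calls, and no other split gave more than 1 gene. The same held for 1 of 40 splits for transcripts, 1 of 100 for genes with changed transcript shares and 1 of 100 for events with changed rebuilt inclusion, where the largest count in another split was 6. For gene lists, 6 of 100 splits called 5 or more lists, so a count of 5 lists is not beyond what other groupings gave.

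A skipped exon at the guide's own target may explain the lower Psi of Tardbp exon 5. The predicted cut lies between 148619302 and the next base on chromosome 4, inside the exon, in a test that could have placed it elsewhere. Loss of reads over edited sequence was tested as a technical explanation. With skipping at the Control level, the change in Psi would need reads over the exon to fall by a factor of 220.5. Counts of including transcripts fell by a factor of 1.55, but they cover all exons, so the 2 factors cannot be compared. Skipping transcripts went from 0 CPM in all 8 Control libraries to at least 4.72 CPM in all 8 Tardbp libraries. A loss of reads alone would not raise them, which argues against it as the whole cause. A hypothesis is that cells edited by Cas9 splice out the edited exon. The exon has 171 bases, a multiple of 3, so skipping keeps the reading frame, and whether such RNA makes protein was not tested. A larger genomic deletion that removes the exon is an alternative that stays open.

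RNA concentration before library preparation was lower in every Tardbp library than in any Control library. Beside log2 concentration, 2616 of the 7783 called genes were still called, and within the 8 Control libraries edgeR called 0 genes with concentration (802 of 16650 at an unadjusted p under 0.05), where the slopes had a Spearman correlation of -0.04 with the group change across genes, which are not independent replicates. This argues against a trend linear in log2 concentration as the whole cause. An effect that sets in only below the range of the Control libraries stays open. The study reported significantly lower expansion of Tardbp-targeted cells, so a lower yield of cells may account for the lower concentration. That link was not tested here. The shift with transcript length was tested too: log2 fold change fell with exonic length (Spearman -0.23 across genes), and after a correction per library 6322 of the called genes were still called, 6301 of them in the same direction. The division of library numbers left 7690 called with it as a block. A trend with length or this division is therefore unlikely to be the whole cause of the count.

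The p53 targets may bear on a response to Cas9 cutting. The p53 list had a camera adjusted p of 0.0899 and was called by fry, so the tests are split. Both groups received Cas9, but the control guide had no match in annotated transcripts, so a response to the cut and an effect of TDP-43 loss cannot be told apart by this list.

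Core exons and 3' ends were examined against earlier ideas of TDP-43 function. If loss of TDP-43 released rarely used exons, those under 0.1 in Control would rise often. Among genes kept by filterByExpr in the authors' deposited table, 1 of 761 such exons rose (0.131%). Of the exons over 0.9 in Control, 27 of 84505 fell (0.0320%). The odds ratio was 4.12 and Fisher's exact p was 0.222, so the shares did not differ detectably. Of the 55 core exon events that rose in these genes, 1 began under 0.1, and over all genes 40% of the 145 core exon events past the thresholds rose. Few of the rising events were thus of this kind. Because the table holds few rarely used exons, this count cannot decide whether loss of TDP-43 releases them. Single exons of this kind, and exons absent from the table, stay open. UG repeats, to which TDP-43 binds, were counted as TGTGTG in 188 3' end nodes past the thresholds. They held 1.72 per kb, against a median of 1.33 (0.952 to 1.94) in 10000 draws matched for length and expression (permutation p 0.158), which leaves the question open.

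Directions on Psi were compared with those in transcript counts of the same libraries. Core exon events went the same way in 73.8%, and 3' end events in 53.6%, close to what no relation gives. Transcription start site events did so in 44 of 110 (40%, exact binomial p 0.0448), fewer than no relation gives, and events of all types in 56% (218 of 389). The start site results on Psi are therefore not borne out either. Of the 389 events past the thresholds on Psi with a rebuilt value, 6 were also called on rebuilt inclusion, all 6 in the same direction: 3 of 80 core exon events and 1 each of first exons, last exons and retained introns. The agreement of core exons is therefore one of direction, with few events called by both measures. As a set, the 3' end results on Psi are thus not borne out by the transcript counts, which may resolve transcript ends poorly. For the Ikzf1 node named above, rebuilt inclusion was 0.596 in Control gRNA and 0.709 in Tardbp gRNA (limma adjusted p 0.123). It was 0.0310 and 0.0308 for Mbnl1 (limma adjusted p 0.999) and 0.547 and 0.566 for Sos2 (limma adjusted p 0.982). Neither Psi nor rebuilt inclusion is known to be right.

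Ighm was singled out after its values were seen. It rose from 403.8 ± 26.5 to 640.4 ± 51.1 CPM (SD, n = 8 per group), with all 8 Tardbp libraries above all Control libraries (log2 fold change 0.67, edgeR adjusted p 4.05e-08). RNA of B cells would raise the other B cell markers alike. Igkc had a log2 fold change of -0.22 (SE 0.25) at 17.5 and 15.0 CPM, which argues against B cells as the source. A change in T cells is a hypothesis that was not tested further. Globin RNA may come from red cell precursors: the summed red cell markers rose from a mean of 8.34 to 60.4 CPM, and in all 4 Tardbp libraries with the most Hbb-bs, Alas2 was also among the 4 highest. Hba-a1 and Hba-a2 are near-identical, and their division is uncertain. The summed CPM of the myeloid markers was 137.3 and 172.7 and of the CD4 T cell markers 10.6 and 15.1 in Control gRNA and Tardbp gRNA. Cxcr5 was the CD4 T cell marker called (edgeR adjusted p 0.0366), while Cd4 did not differ detectably (0.960). Of the 8 myeloid markers, 7 were higher and 5 were called in Tardbp gRNA. Most of the sum is Cst3, at 112.9 and 123.0 CPM, but most of its rise is Lyz2, which went from 10.9 ± 6.71 to 32.8 ± 20 CPM (SD, n = 8 per group; log2 fold change 1.58, edgeR adjusted p 0.00417). RNA of myeloid cells may explain this. The summed CPM of 8 myeloid genes outside the list was 12.4 and 19.1, and its relation to Lyz2 within the 8 Tardbp libraries, the only such relation computed, had r = 0.58 (exact permutation p 0.138), rho = 0.64 (exact permutation p 0.0962) and r = 0.60 without the 2 farthest. With 8 libraries, RNA of myeloid cells and a change in T cells cannot be told apart for Lyz2.

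Xist and Y-linked genes were present in all 16 libraries, whatever the deposited letter, so a mixture of male and female cells in each library is a candidate explanation. The summed CPM of 4 Y-linked genes in Control libraries was related to that of the same-numbered Tardbp libraries over 8 numbers (Pearson's r 0.95, exact permutation p 0.000471, adjusted 0.000942; Spearman's rho 0.86, exact permutation p 0.0107, adjusted 0.0214; r 0.78 without the 2 farthest). Xist was not (r 0.57, exact permutation p 0.137, adjusted 0.137; rho 0.55, exact permutation p 0.171, adjusted 0.171; r -0.19 without the 2 farthest). These were the 2 relations computed. Same-numbered libraries may thus share a pool of donor cells, but the 2 measures differ, so this stays open. The deposited letter had no interaction with the group by edgeR: 0 genes at an adjusted p under 0.05 and 662 of 16650 at an unadjusted p under 0.05.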
